# Gene Expression Profiling in the Type 1 Diabetes Rat Diaphragm

**DOI:** 10.1371/journal.pone.0007832

**Published:** 2009-11-13

**Authors:** Erik van Lunteren, Michelle Moyer

## Abstract

**Background:**

Respiratory muscle contractile performance is impaired by diabetes, mechanisms of which included altered carbohydrate and lipid metabolism, oxidative stress and changes in membrane electrophysiology. The present study examined to what extent these cellular perturbations involve changes in gene expression.

**Methodology/Principal Findings:**

Diaphragm muscle from streptozotocin-diabetic rats was analyzed with Affymetrix gene expression arrays. Diaphragm from diabetic rats had 105 genes with at least ±2-fold significantly changed expression (55 increased, 50 decreased), and these were assigned to gene ontology groups based on over-representation analysis using DAVID software. There was increased expression of genes involved in palmitoyl-CoA hydrolase activity (a component of lipid metabolism) (P = 0.037, n = 2 genes, fold change 4.2 to 27.5) and reduced expression of genes related to carbohydrate metabolism (P = 0.000061, n = 8 genes, fold change −2.0 to −8.5). Other gene ontology groups among upregulated genes were protein ubiquitination (P = 0.0053, n = 4, fold change 2.2 to 3.4), oxidoreductase activity (P = 0.024, n = 8, fold change 2.1 to 6.0), and morphogenesis (P = 0.012, n = 10, fold change 2.1 to 4.3). Other downregulated gene groups were extracellular region (including extracellular matrix and collagen) (P = 0.00032, n = 13, fold change −2.2 to −3.7) and organogenesis (P = 0.032, n = 7, fold change −2.1 to −3.7). Real-time PCR confirmed the directionality of changes in gene expression for 30 of 31 genes tested.

**Conclusions/Significance:**

These data indicate that in diaphragm muscle type 1 diabetes increases expression of genes involved in lipid energetics, oxidative stress and protein ubiquitination, decreases expression of genes involved in carbohydrate metabolism, and has little effect on expression of ion channel genes. Reciprocal changes in expression of genes involved in carbohydrate and lipid metabolism may change the availability of energetic substrates and thereby directly modulate fatigue resistance, an important issue for a muscle like the diaphragm which needs to contract without rest for the entire lifetime of the organism.

## Introduction

Diabetes mellitus impairs respiratory muscle function in humans with type 1 diabetes, as evidenced by findings of reduced vital capacity, peak esophageal and transdiaphragmatic pressures, maximal voluntary ventilation, and ability of the respiratory muscles to maintain a target force over time [1]–[3]. Studies in animal models of type 1 diabetes have confirmed reduced strength and endurance in respiratory and other skeletal muscles [4]–[10]. Diabetes-induced skeletal muscle dysfunction likely contributes to the reduced exercise capacity of humans with both type 1 [11] and type 2 [12], [13] diabetes, and may account for a portion of the increased sensation of dyspnea in humans with diabetes when ventilation or respiratory efforts are increased [3], [14].

Several cellular mechanisms underlying these adverse contractile changes have been identified from biochemical and electrophysiological studies of diaphragm muscle in animal models of diabetes. A well-established alteration is a shift in cellular energetics away from carbohydrate metabolism [15]–[22] and towards lipid metabolism [22]–[25]. There is also evidence for increased oxidative stress [6]. In addition there are perturbations in muscle electrophysiological properties involving resting membrane potential and action potential [7], [26], [27]. The extent to which these events involve changes in gene expression, and whether there are also changes in gene expression involving additional processes implicated in diabetes-induced dysfunction in other tissues (eg. protein ubiquitination), has not been elucidated previously for the respiratory muscles.

Alterations in gene expression with diabetes are prominent in many tissues, including pancreas [28], kidney [29]–[31], liver [32], spleen [33], adipose tissue [32], eye [34], corpus cavernosum [35], heart [36]–[38] and limb skeletal muscle [32], [39]–[41], albeit with important differences among tissue types. Normal diaphragm and limb skeletal muscles differ considerably in their patterns of gene expression [42]. Furthermore, the diaphragm differs importantly from limb muscle with respect to the degree and nature of alterations in gene expression in response to other diseases [42]–[44]. Thus previous data on limb muscle gene expression responses to diabetes [32], [39]–[41] are unlikely to apply directly to the diaphragm, in particular with respect to which specific genes undergo altered expression, the magnitude of these expression changes, and whether there are changes in gene expression related to cellular energetics. The purpose of the present study was to examine global alterations in gene expression of the diaphragm muscle in response to type 1 diabetes mellitus. We hypothesized that there would in particular be alterations in gene expression involving lipid and carbohydrate metabolism, oxidative stress and membranous ion channels.

## Methods

All studies were approved by the institutional animal care and use committee and conformed with NIH guidelines for animal care. Studies were performed on six male Wistar rats obtained from Charles River Laboratories (Wilmington, MA); cardiac data from these animals have been reported previously [38]. At an age of eight weeks, half of the animals were injected intraperitoneally with streptozotocin 60 mg/kg dissolved in sodium citrate buffer, and the other half with buffer alone. Four weeks later they were well-anesthetized with a mixture of intraperitoneal ketamine, xylazine and acepromazine following an all-night fast. Blood obtained from the tail was analyzed for glucose using a glucometer (Lifescan, Milpitas, CA). The entire costal diaphragm muscle was removed surgically, placed in RNAlater, and stored at −80°C; only the left hemidiaphragm was used as this provided sufficient tissue for RNA isolation. At the time of muscle removal, fasting blood glucose values were 70±4 mg/dl (range 62–76) for the normal animals, and 279±15 mg/dl (range 254–306) for the diabetic animals (P<0.001 by unpaired t test). The normal animals all gained weight during the four weeks following buffer injection (average 94±6 grams) whereas the diabetic animals lost 4–5% of their weight during the four weeks following streptozotocin injection (average 11±1 grams). Animals were not treated with insulin or oral hypoglycemics because the purpose of the study was to determine the effects of diabetes on diaphragm gene expression rather than the extent to which treatment of diabetes would attenuate the changes.

Gene expression array studies were performed in a manner similar to that described previously [38], [45], [46]. Total RNA was extracted using Trizol (GibcoBRL, Rockville, MD), and the RNA pellets were resuspended at 1 µg RNA/µl DEPC-treated water. This was followed by a cleanup protocol with a Qiagen (Valencia, CA) RNeasy Total RNA mini kit. Total RNA was prepared for use on Affymetrix (Santa Clara, CA) microarrays, according to the directions from the manufacturer. Briefly, 8 µg of RNA was used in a reverse transcription reaction (SuperScript II; Life Technologies, Rockville, MD) to generate first strand cDNA. After second strand synthesis, double strand cDNA was used in an *in vitro* transcription reaction to generate biotinylated cRNA. This was purified and fragmented, following which 15 µg of biotin-labeled cRNA was used in a 300 µl hybridization cocktail which included spiked transcript controls. 200 µl of cocktail was loaded onto Affymetrix RAE 230A microarrays (Santa Clara, CA) and hybridized for 16 hr at 45°C with agitation. Standard post-hybridization washes and double-stain protocols used an Affymetrix GeneChip Fluidics Station 400. Arrays were scanned using a Hewlett Packard Gene Array scanner, and analyzed with Affymetrix MAS 5.0 software. The data have been deposited in NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and assigned Series accession number GSE4653.

Gene expression array studies are critically dependent on high quality RNA both before and after the IVT amplification. Quality control values from the present study are as follows: 260/280 nm optical density prior to IVT of 1.97 to 2.18, RIN number from Agilent Bioanalyzer of 8.9 to 9.2, yield of RNA from IVT reaction of 71 to 129 micrograms, percent present calls on each array of 56 to 64 percent, betaActin 3′/M ratio of 1.4 to 2.3, betaActin 3′/5′ ratio of 1 to 1.4, GADPH 3′/M ratio of 1 to 1.4, and GAPDH 3′/5′ ratio of 1.1 to 1.8.

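The deposited signals of the β-actin and GAPDH control probe sets, which lie at the 3′ end, the middle and the 5′ end of each transcript, were used to form the same ratios for each array. The β-actin 3′/5′ ratio ranged from 1.17 to 2.27 over the 6 arrays, with a mean of 1.71 ± 0.490 (SD, n = 3) in normal and 1.53 ± 0.306 (SD, n = 3) in diabetic muscle. The β-actin 3′/M ratio ranged from 1.74 to 3.09. The GAPDH 3′/5′ ratio had the widest range, from 1.27 in normal replicate 3 to 4.02 in normal replicate 2, with a mean of 2.67 ± 1.38 (SD, n = 3) in normal and 2.80 ± 1.26 (SD, n = 3) in diabetic muscle. The GAPDH 3′/M ratio ranged from 1.12 to 2.10. None of the 4 ratios separated the groups (2-sided exact permutation tests, p = 0.8, 0.5, 0.8 and 1 in the order given; 3 arrays against 3 cannot go below 0.1). The spiked bacterial transcripts stood apart on 1 array: on diabetic replicate 3 their median level relative to the geometric mean of the 6 arrays was 1.92, against 0.799 to 0.959 on the others.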

Statistical analysis was done with Bayesian analysis of variance for microarrays (BAM), using BAMarray software (http://www.bamarray.com) [47]. BAM balances the number of false detections against false non-detections by means of a special type of inferential regularization (i.e. borrowing strength across the data). Genes identified by BAM as having significantly changed expression were then further selected based on consistent and appropriate present and absent calls in all three samples of each group per Affymetrix software (marginal calls were accepted only if that gene was called present for all other samples in that group). Subsequently signals were averaged for muscle from the non-diabetic and from diabetic animals, and fold changes were calculated based on average values from each group. Analysis focused on genes whose expression changed at least ±2 fold in diabetic compared with control muscle, unless indicated otherwise. To assign biological meaning to the group of genes with changed expression, the subset of genes which met the above criteria was analyzed with the Gene Ontology (GO) classification system, using DAVID software (http://apps1.niaid.nih.gov/david/) [48]. Over-representation of genes with altered expression within specific GO categories was determined using the one-tailed Fisher exact probability modified by the addition of a jackknifing procedure, which penalizes the significance of categories with very few (eg. one or two) genes and favors more robust categories with larger numbers of genes [49].

Real-time PCR (RT-PCR) was used to confirm changes in gene expression as described previously [38], [45], [46]. Testing was done using the same tissue that had been used for gene expression arrays, and was performed for 31 genes. Genes which underwent PCR testing were chosen from specific, statistically over-represented, GO groups: palmitoyl-CoA hydrolase activity, protein ubiquitination, oxidoreductase activity, carbohydrate and alcohol metabolism, extracellular matrix and collagen. One gene not from one of these groups was also chosen for PCR testing due to an important role in muscle contraction (parvalbumin). An Applied Biosystems ABI 7900HT unit with automation attachment (Foster City, CA) was used for real-time PCR. This unit is capable of collecting spectral data at multiple points during a PCR run. To execute the first step and make archive cDNA, 3 µg of total RNA were reverse transcribed in a 100 µl reaction using Applied Biosystems enzymes and reagents in accordance with the manufacturer's protocols. RNA samples were accurately quantitated using a Nanodrop Technologies ND-1000 spectrophotometer (Wilmington, DE). 

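On the arrays, the 3′ β-actin control probe set had a signal of 10472 ± 2516 (SD, n = 3) in normal and 7996 ± 525 (SD, n = 3) in diabetic diaphragm, a ratio of 0.764. Its coefficient of variation over the 6 arrays was 22.9%, and every diabetic array lay below every normal array (2-sided exact permutation test, p = 0.1, the smallest that 3 against 3 can give). These are array signals of the same muscles, not the PCR measurements used for normalization.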

Equal amounts of total RNA were reverse transcribed and then used in PCR amplifications. β-Actin had very little variation in expression across the sample set and therefore was chosen as the endogenous control. Since many of the target genes of interest were signaling molecules and likely to be expressed at low levels, we opted for a low dilution factor so as to create an environment more conducive to obtaining reliable results. The cDNA reaction from above was diluted by a factor of 10. For the PCR step, 9 µl of this diluted cDNA were used for each of three replicate 15 µl-reactions carried out in a 384 well plate. The genes tested and their respective Applied Biosystems rat assay catalog numbers are listed in Appendix S1. Standard PCR conditions were used for the Applied Biosystems assays: 50°C for 2 min, followed by 95°C for 10 min, followed by 40 cycles of 95°C for 15 sec alternating with 60°C for 1 min each. rtPCR analysis was similar to our previous study [38], [45], [46]. Values for RNA abundance were normalized for each gene with respect to the endogenous control in that sample (β-Actin), mean values for fold changes were calculated for each gene, and statistical testing was performed with the unpaired t-test.

## Results

There were 55 genes with significantly increased expression and 50 genes with significantly reduced expression in diabetic compared with normal diaphragm, using the cut-off of at least a ±2-fold changed expression in addition to consistent present calls by Affymetrix software and statistical signficance by BAM. 

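Total RNA from the left costal hemidiaphragm of 3 normal rats and 3 rats given streptozotocin, a toxin of the pancreatic beta cell, was hybridized to 1 Affymetrix RAE 230A array per rat. Injection of 60 mg/kg was at 8 weeks of age and muscle was taken 4 weeks later. The authors summarized each of 15923 probe sets as an MAS 5.0 signal, a linear intensity scaled per array, and the trimmed mean signal was 500.2 on every array. Present and absent calls were not used here, and BAM was replaced by limma's moderated test on log2 signals, after 57 control probe sets and the dimmest 40% of the others (mean signal of 105.8 or less) had been left out. Fold changes are ratios of the group mean signals, the definition the paper gives, and a gene was represented by its probe set with the highest mean signal.
At an adjusted p under 0.05, 314 of 9519 probe sets were higher and 331 were lower in diabetic muscle. Of 7080 named genes, 245 were higher and 251 lower, and 114 in each direction changed at least 2-fold. On the log2 scale the largest rises were in Acot1, a cytosolic acyl-CoA thioesterase (log2 fold change 5.48, standard error 0.78, adjusted p = 0.0041 from limma), Cyp2e1, a cytochrome P450, and Gas5, a host gene of small nucleolar RNAs (2.76, standard error 0.27, adjusted p = 0.00061), followed by Ankrd1, a stress-responsive muscle ankyrin repeat protein (2.46, standard error 0.34, adjusted p = 0.0035). Acot1, Ankrd1 and Coa7 had normal mean signals below the filter level, so their fold changes and rank are imprecise. Bex1, Cidea, Coa7, Csrp3, Pnpla7 and Tgif1 also rose, by 3.55-fold to 6.77-fold, the last for Csrp3, which was 3.20-fold without diabetic replicate 3. On the same scale the largest falls were in Ky, a muscle protein whose loss causes kyphoscoliosis in the mouse (log2 fold change -3.73, standard error 0.23, adjusted p = 0.00011), Nrep (-3.61, standard error 0.29, adjusted p = 0.00022) and G0s2, an inhibitor of triglyceride lipase (-3.50, standard error 0.27, adjusted p = 0.00019). LOC102553868, Mss51, Apln and Nmrk2 fell by 3.18, 3.08, 2.61 and 2.38 on the log2 scale. The fold change of LOC102553868 was -8.02, but -15.6 without diabetic replicate 1 and -5.43 without normal replicate 3. Csrp3 varied widely among diabetic muscles, at 2944 ± 2747 (SD, n = 3). Csrp3, Nmrk2, Coa7 and Pnpla7 did not pass in 3 or 4 of 6 cases with each array left out in turn (highest adjusted p = 0.11). Without diabetic replicate 3 Ankrd1 went from 6.15-fold to 4.08-fold, and without diabetic replicate 2 the fold change of Nmrk2 went from -4.73 to -7.32.
Of the 105 genes of Appendix S2, 98 were named in the annotation used here. The fold change lay in the direction of the appendix for 96 of them and within 10% of its value for 88. Of the 92 above the signal filter, 81 passed the test in that direction; this list was chosen on these samples and is not independent evidence of direction. The number of arrays limits the precision. Without diabetic replicate 3, 133 probe sets were higher and 179 lower.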

A complete list of these genes, including mean fold change values for each gene, is provided in Appendix S2. Using lower fold-change thresholds also resulted in findings of roughly equal numbers of genes with increased and decreased expression, eg. 

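With the same test, 237 named genes were higher and 243 were lower in diabetic diaphragm at a fold change of at least 1.5. Lowering the fold threshold from 2 thus added genes in both directions. Among them were Slc2a4, the insulin-responsive glucose transporter, with a signal of 7043 ± 1512 (SD, n = 3) in normal and 3969 ± 666 (SD, n = 3) in diabetic muscle, and Nfe2l2, a regulator of antioxidant genes, which rose from 849.0 ± 88.8 (SD, n = 3) to 1579 ± 196 (SD, n = 3). A second, dimmer probe set of Slc2a4 had a log2 fold change of 0.01 (adjusted p = 0.99 from limma), and the brighter one, with each array left out in turn, did not pass in 4 of 6 cases (highest adjusted p = 0.11). When normal replicate 1 was left out, 154 genes were higher and 137 lower, and when diabetic replicate 3 was left out, 104 were higher and 136 lower.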

144 increases versus 136 decreases using a ±1.5-fold change threshold. Classification of genes by Gene Ontology (GO) groups and statistical testing of over-representation among GO groups was done separately for genes with increased and reduced expression.

### Genes with at Least 2-Fold Increased Expression in Diabetic Diaphragm

Among the 55 genes with at least 2-fold increased expression, assignment to GO groups was possible for 43 using the biological function classification, 41 using the molecular function classification, and 31 using the cellular constituent classification. The GO terms with over-representation among these genes are indicated in Table 1. The largest group with respect to both degree of significance and number of genes (n = 30) was the molecular function term catalytic activity. The other group with a large number of genes (n = 23) was the cellular constituent term intracellular. Four more specific groups each with smaller numbers of genes were found as well. 

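Cte1, the cytosolic acyl-CoA thioesterase now named Acot1, had a signal of 22.1 ± 22.9 (SD, n = 3) in normal and 607 ± 177 (SD, n = 3) in diabetic diaphragm, a 27.5-fold difference. The normal mean lies near the bottom of the signal range, so the fold change is imprecise: it was 64.9 without normal replicate 2. Mte1, the mitochondrial form now named Acot2, had a signal of 166 ± 58.2 (SD, n = 3) in normal and 298 ± 166 (SD, n = 3) in diabetic muscle on the probe set that the annotation gives to it alone, and did not pass the test (log2 fold change 0.69, standard error 0.48, adjusted p = 0.42 from limma). A probe set shared by Acot1 and Acot2 was 4.21-fold higher (log2 fold change 2.10, standard error 0.38, adjusted p = 0.010 from limma) and cannot tell these genes apart.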

The first group, palmitoyl-CoA hydrolase activity (a molecular function term), contained two genes. 

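Trim63, a muscle-specific ubiquitin ligase also known as Murf1, rose from a signal of 2434 ± 925 (SD, n = 3) in normal to 8213 ± 1391 (SD, n = 3) in diabetic diaphragm (log2 fold change 1.82, standard error 0.27, adjusted p = 0.0048 from limma). Fbxo32, the ligase subunit atrogin-1, rose from 252 ± 161 (SD, n = 3) to 773 ± 255 (SD, n = 3), and Cblb, a ligase that restrains receptor signalling, rose from 550.0 ± 117 (SD, n = 3) to 1191 ± 342 (SD, n = 3). Their adjusted p-values from limma were 0.024 and 0.019. Rnf39 was dim, at 64.3 ± 49.9 (SD, n = 3) in normal and 166 ± 14.0 (SD, n = 3) in diabetic muscle, and did not pass the test (log2 fold change 1.83, standard error 0.63, adjusted p = 0.12 from limma). With each array left out in turn, Fbxo32 no longer passed in 4 of 6 cases (highest adjusted p = 0.084) and Cblb in 3 of 6 (highest adjusted p = 0.055). The fold change of Fbxo32 went from 3.07 to 4.86 without normal replicate 1. That of Rnf39 went from 2.58 to 4.16 without normal replicate 1 and to 1.85 without normal replicate 3.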

The second group was comprised of four genes related to ubiquitination and ubiquitin-ligase actvity, which appeared under the biological process, molecular function and cellular constituent classifications. The third was a group of eight genes relating to the molecular function term oxidoreductase activity. 

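Of the 8 genes, 7 were named in the annotation used here and 5 of the 6 above the signal filter passed limma's test, all of them higher in diabetic diaphragm; the list was chosen on these samples and is not independent evidence of direction. Cyp2e1, a cytochrome P450 that is abundant in liver, had the largest rise, from 668 ± 524 (SD, n = 3) to 4004 ± 1260 (SD, n = 3), a log2 fold change of 3.02 (standard error 0.61, adjusted p = 0.018 from limma). Its fold change went from 5.99 to 9.78 without normal replicate 2, and it did not pass without diabetic replicate 1 (adjusted p = 0.066). Decr1 and Cp each did not pass with 1 array left out (adjusted p = 0.056 and 0.059). Decr1, an enzyme of unsaturated fatty acid oxidation, rose 2.23-fold from 4042 ± 1327 (SD, n = 3). Lox, which cross-links collagen, rose from 455 ± 95.0 (SD, n = 3) to 1058 ± 33.7 (SD, n = 3), and a second probe set of Lox rose 2.11-fold. Por, the electron donor of cytochromes P450, rose 2.07-fold (second probe set, adjusted p = 0.059), and Cp, the copper-binding ferroxidase ceruloplasmin, rose 1.92-fold. Aox1 had a log2 fold change of 1.20 (standard error 0.36) and missed the threshold (adjusted p = 0.079 from limma). Cryl1 lay below the signal filter, at 43.2 ± 20.5 (SD, n = 3) and 103 ± 14.3 (SD, n = 3).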

The fourth group was comprised of a number of different GO biological process terms relating to development, morphogenesis and organogenesis, with a total of ten genes. 

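Of the 10 genes, 9 were named here and 7 passed limma's test, all higher in diabetic diaphragm; the list was chosen on these samples and is not independent evidence of direction. Mustn1, a nuclear protein of the musculoskeletal system, rose from 3214 ± 676 (SD, n = 3) to 10216 ± 206 (SD, n = 3) (log2 fold change 1.69, standard error 0.17, adjusted p = 0.00070). Omd, a proteoglycan of bone matrix, rose 3.16-fold, Spp1, the matrix protein osteopontin, 2.88-fold, Mafk, a small Maf transcription factor, 2.49-fold, Gpnmb 2.46-fold and the kinase gene Dyrk1a 2.14-fold. Esm1, a product of endothelial cells, was 4.29-fold higher but varied among diabetic muscles, at 482 ± 281 (SD, n = 3), and with each array left out in turn did not pass in 5 of 6 cases (highest adjusted p = 0.12). Okl38, now named Osgin1, had a signal of 183 ± 183 (SD, n = 3) in normal and 724 ± 65.9 (SD, n = 3) in diabetic muscle and missed the threshold (adjusted p = 0.066 from limma). Adding 64 to every signal before taking logs brought it past the threshold (adjusted p = 0.026), as did leaving out normal replicate 1 or 3. The fold change of Okl38 went from 3.96 to 8.60 without normal replicate 1 and to 2.73 without normal replicate 3.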

The genes with increased expression which comprised some of the more specific GO terms are listed in Table 2.

**Table 1:** Gene ontology groups with significant over-representation among genes with ≥2-fold increased expression in diabetic.

GO Classification	Specific GO Term	Number of Genes	P Value
Biological Process	Protein Ubiquitination	4	0.0053
	Morphogenesis	10	0.012
	Bone Mineralization	3	0.012
	Bone Remodelling	3	0.035
	Organogenesis	8	0.047
	Skeletal Development	3	0.048
	Organ Development	8	0.048
Molecular Function	Catalytic Activity	30	0.000034
	Ligase Activity, Forming Carbon-Nitrogen Bonds	5	0.001
	Ubiquitin-Protein Ligase Actvitity	4	0.0038
	Ligase Actvitity	5	0.0054
	Oxidoreductase Activity	8	0.024
	Palmitoyl-CoA Hydrolase Activity	2	0.037
Cellular Constituent	Ubiquitin Ligase Complex	4	0.0033
	Intracellular	23	0.017

P values reflect statistical significance of each GO term being over-represented among genes with increased expression.

**Table 2:** Genes with ≥2-fold increased expression in diabetic diaphragm assigned to over-represented gene ontology groups.

Gene Name	Gene Symbol	GeneID	Fold Change
*Palmitoyl-CoA Hydrolase Activity*			
cytosolic acyl-CoA thioesterase 1	*Cte1*	50559	27.5
mitochondrial acyl-CoA thioesterase 1	*Mte1*	192272	4.2
*Protein Ubiquitination*			
tripartite motif-containing 63	*Trim63*	140939	3.4
F-box only protein 32	*Fbxo32*	171043	3.1
ring finger protein 39	*Rnf39*	171387	2.6
casitas B-lineage lymphoma b	*Cblb*	171136	2.2
*Oxidoreductase Activity*			
cytochrome P450, family 2, subfamily e, polypeptide 1	*Cyp2e1*	25086	6.0
flavin containing monooxygenase 3	*Fmo3*	84493	2.9
crystallin, lamda 1	*Cryl1*	290277	2.4
lysyl oxidase	*Lox*	24914	2.3
ceruloplasmin	*Cp*	24268	2.2
2,4-dienoyl CoA reductase 1, mitochondrial	*Decr1*	117543	2.2
aldehyde oxidase 1	*Aox1*	54349	2.1
P450 (cytochrome) oxidoreductase	*Por*	29441	2.1
*Morphogenesis, Organogenesis, and Organ Development*			
endothelial cell-specific molecule 1	*Esm1*	64536	4.3
pregnancy-induced growth inhibitor	*Okl38*	171493	4.0
musculoskeletal, embryonic nuclear protein 1	*Mustn1*	290553	3.2
osteomodulin	*Omd*	83717	3.2
secreted phosphoprotein 1	*Spp1*	25353	2.9
serine (or cysteine) proteinase inhibitor, clade E, member 1	*Serpine1*	24617	2.8
ring finger protein 39	*Rnf39*	171387	2.6
v-maf musculoaponeurotic fibrosarcoma oncogene family, protein K (avian)	*Mafk*	246760	2.5
glycoprotein (transmembrane) nmb	*Gpnmb*	113955	2.5
dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 1A	*Dyrk1a*	25255	2.1

### Genes with at Least 2-Fold Reduced Expression in Diabetic Diaphragm

Among the 50 genes with at least 2-fold reduced expression, assignment to GO groups was possible for 33 using the biological function classification, 41 using the molecular function classification, and 29 using the cellular constituent classification. The GO terms with over-representation among these genes are indicated in Table 3. There were a number of specific GO terms that revolved around the biological process theme of carbohydrate metabolism; this included a total of eight genes, with considerable overlap among these specific GO terms in constituent genes. 

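Neu2, a cytosolic sialidase, showed the largest difference of this group, with a signal of 2636 ± 218 (SD, n = 3) in normal and 310 ± 107 (SD, n = 3) in diabetic diaphragm, 8.51-fold lower (log2 fold change -3.14, standard error 0.22, adjusted p = 0.00019 from limma). Ldha, the muscle form of lactate dehydrogenase, fell from 16362 ± 2154 (SD, n = 3) to 8063 ± 893 (SD, n = 3), and Pgam2, a glycolytic mutase of muscle, fell from 15552 ± 2812 (SD, n = 3) to 7556 ± 1694 (SD, n = 3). Slc37a4, the glucose-6-phosphate transporter, fell by 1.29 on the log2 scale, Gpd2, the mitochondrial glycerol-3-phosphate dehydrogenase, fell by 1.27, Amy1 fell by 1.18 and Pgm1 fell by 0.77. A second probe set of Gpd2 did not pass (log2 fold change -0.35, adjusted p = 0.43). Pgm1 did not pass in 5 of 6 cases with each array left out in turn (highest adjusted p = 0.075), although its second probe set passed with all arrays (log2 fold change -1.02, adjusted p = 0.010). The probe set named Pfkl lay below the signal filter and was not tested. Its mean signals were similar, at 78.9 ± 1.74 (SD, n = 3) in normal and 79.4 ± 8.66 (SD, n = 3) in diabetic muscle. All 7 genes above the filter passed, but the paper chose them on these samples. In the paper's PCR the falls of Gpd2 and Amy1 were smaller, at -1.1 and -1.4, and not significant. Those of the other genes above the filter were significant.

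**Figure D1:**
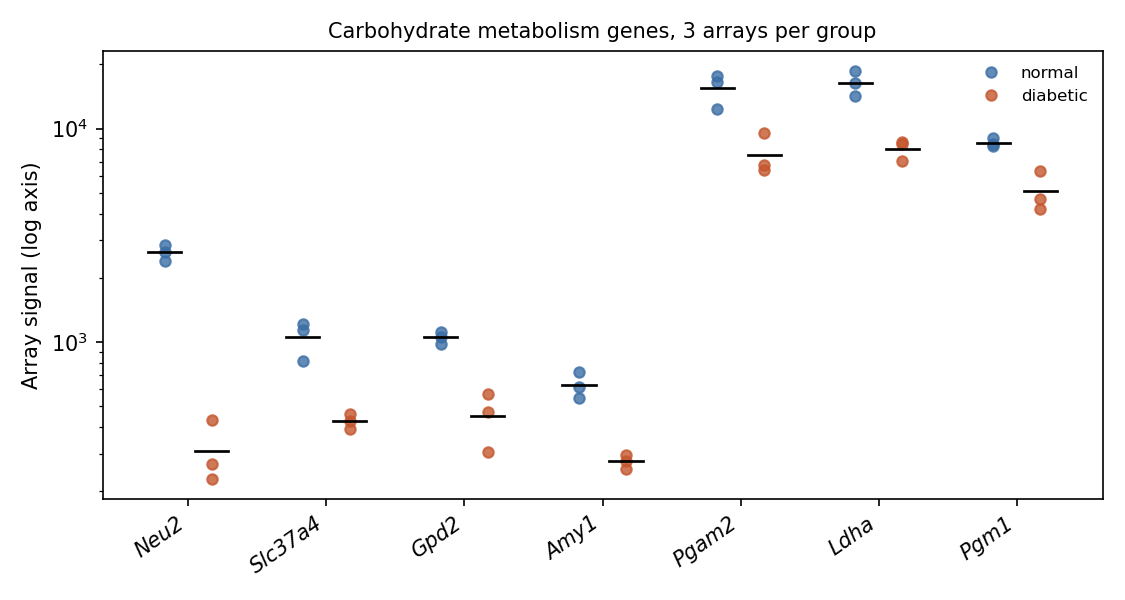
Array signal, on a log axis, of 7 carbohydrate metabolism genes in normal and diabetic diaphragm. Each point is 1 rat and each bar the mean of 3. For Neu2 the normal mean is 2636 and the diabetic mean 310.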

A second prominent group was the cellular constituent term extracellular region containing 13 genes, which included more specific GO terms such as extracellular matrix and collagen. 

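Col3a1, a fibrillar collagen, fell from 15984 ± 2166 (SD, n = 3) in normal to 4326 ± 1006 (SD, n = 3) in diabetic diaphragm (log2 fold change -1.90, standard error 0.18, adjusted p = 0.00061 from limma), and Col1a1, another, from 5616 ± 685 (SD, n = 3) to 1599 ± 131 (SD, n = 3) (log2 fold change -1.81, standard error 0.15, adjusted p = 0.00027 from limma). Col1a2 was 2.91-fold lower, Fbn1, the microfibril protein fibrillin, 2.78-fold, Sparc, a collagen-binding glycoprotein, 2.69-fold, Col5a1 2.38-fold and Col5a3 2.18-fold. A second probe set of Sparc had a log2 fold change of -0.64 and did not pass (adjusted p = 0.25), and Col5a3, with each array left out in turn, did not pass in 5 of 6 cases (highest adjusted p = 0.12).
Of 53 tested genes of a wider list of collagens and extracellular matrix, fixed before the data were examined, 21 were lower, 3 were higher and 29 did not pass (26 lower and 5 higher when adjusted over the list alone). Col15a1, a basement membrane collagen outside the paper's list, was 4.37-fold lower. The genes that rose were Omd, Lox and Ccn2, a matricellular growth factor that passed in 1 of 6 cases with each array left out in turn. The median log2 fold change was -0.45 (camera adjusted p = 6.2e-08, and adjusted p = 0.24 with an estimated correlation).

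**Figure D2:**
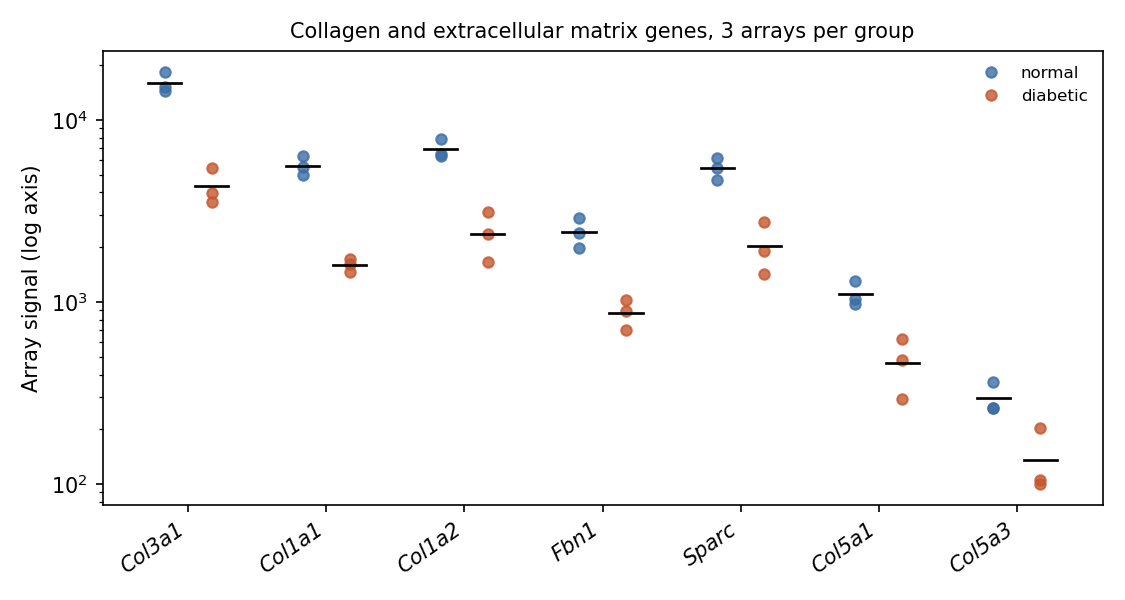
Array signal, on a log axis, of the 7 collagen and extracellular matrix genes of Table 4 in normal and diabetic diaphragm. Each point is 1 rat and each bar the mean of 3. For Col3a1 the normal mean is 15984 and the diabetic mean 4326.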

The third group was related to various molecular function terms dealing with binding (12 genes). 

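Besides Col3a1 and Pvalb, the genes that fell in diabetic diaphragm and that the paper assigned to organogenesis were Acsl6, Cxcl12, Ret, Rtn4 and Ddah1. Rtn4, a reticulon of the endoplasmic reticulum, fell from 6307 ± 1104 (SD, n = 3) to 2640 ± 291 (SD, n = 3) (log2 fold change -1.25, standard error 0.17, adjusted p = 0.0029 from limma), although a second probe set missed the threshold (log2 fold change -0.86, adjusted p = 0.061). Fold changes were -2.69 for Acsl6, an acyl-CoA synthetase, -2.66 for Cxcl12, a chemokine, and -2.06 for Ddah1, which degrades methylarginines. The dimmest of the 3 probe sets of Cxcl12 did not pass (adjusted p = 0.39). Ret, a receptor tyrosine kinase, was dim, at 161 ± 13.2 (SD, n = 3) and 64.5 ± 28.9 (SD, n = 3) (adjusted p = 0.049), and did not pass after quantile normalization (adjusted p = 0.052) or, with each array left out in turn, in 5 of 6 cases (highest adjusted p = 0.12). Cxcl12 and Ddah1 did not pass in 1 such case each (adjusted p = 0.060 and 0.051). All 7 passed limma's test with all arrays, but they were chosen on these samples.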

Finally there were seven genes related to GO biological process themes organogenesis and organ development. The genes with reduced expression which comprise three of the more specific GO terms or groups of related GO terms are listed in Table 4.

**Table 3:** Gene ontology groups with significant over-representation among genes with ≥2-fold reduced expression in diabetic.

GO Classification	Specific GO Term	Number of Genes	P Value
Biological Process	Carbohydrate Metabolism	8	0.000061
	Alcohol Metabolism	6	0.0077
	Glucose Metabolism	5	0.0036
	Alcohol Catabolism	4	0.0038
	Cellular Carbohydrate Catabolism	4	0.0042
	Cellular Carbohydrate Metabolism	5	0.005
	Hexose Metabolism	5	0.0059
	Monosaccharide Metabolism	5	0.0059
	Glucose Catabolism	4	0.011
	Hexose Catabolism	4	0.011
	Monosaccharide Catabolism	4	0.011
	Glycolysis	4	0.02
	Organogenesis	7	0.032
	Organ Development	7	0.033
	Generation of Precursor Metabolites and Energy	6	0.048
Molecular Function	Extracellular Matrix Structural Constituent	5	0.00001
	Calcium Ion Binding	10	0.00003
	Ion Binding	12	0.0013
	Metal Ion Binding	12	0.0013
	Cation Binding	10	0.0072
Cellular Constituent	Collagen	4	0.00014
	Extracellular Region	13	0.00032
	Fibrillar Collagen	3	0.00033
	Extracellular Matrix (Sensu Metazoa)	6	0.0026
	Extracellular Matrix	6	0.0027
	Extracellular Space	8	0.011
	Collagen Type V	2	0.018
	Organelle Lumen	2	0.046

P values reflect statistical significance of each GO term being over-represented.

**Table 4:** Genes with ≥2-fold reduced expression in diabetic diaphragm assigned to over-represented gene ontology groups.

Gene Name	Gene Symbol	GeneID	Fold Change
*Carbohydrate and Alcohol Metabolism*			
neuraminidase 2	*Neu2*	29204	−8.5
phosphofructokinase, liver, B-type	*Pfkl*	25741	−3.7
solute carrier family 37 (glycerol-6-phosphate transporter), member 4	*Slc37a4*	29573	−2.5
glycerol-3-phosphate dehydrogenase 2	*Gpd2*	25062	−2.3
amylase 1, salivary	*Amy1*	24203	−2.3
phosphoglycerate mutase 2	*Pgam2*	24959	−2.1
lactate dehydrogenase A	*Ldha*	24533	−2.0
phosphoglucomutase 1	*Pgm1*	24645	−2.0
dihydrolipoamide S-acetyltransferase (E2 component of pyruvate dehydrogenase complex)	*Dlat*	81654	−2.0
*Extracellular Matrix and Collagen*			
collagen, type III, alpha 1	*Col3a1*	84032	−3.7
collagen, type 1, alpha 1	*Col1a1*	29393	−3.5
procollagen, type I, alpha 2	*Col1a2*	84352	−3.2
fibrillin 1	*Fbn1*	83727	−2.8
secreted acidic cysteine rich glycoprotein	*Sparc*	24791	−2.7
collagen, type V, alpha 1	*Col5a1*	85490	−2.4
collagen, type V, alpha 3	*Col5a3*	60379	−2.2
*Organogenesis and Organ Development*			
collagen, type III, alpha 1	*Col3a1*	84032	−3.7
Parvalbumin	*Pvalb*	25269	−3.1
acyl-CoA synthetase long-chain family member 6	*Acsl6*	117243	−2.7
ret proto-oncogene	*Ret*	24716	−2.5
chemokine (C-X-C motif) ligand 12	*Cxcl12*	24772	−2.4
reticulon 4	*Rtn4*	83765	−2.4
dimethylarginine dimethylaminohydrolase 1	*Ddah1*	64157	−2.1

### Genes with Lesser Degrees of Altered Expression

To determine whether other GO groups with over-representation may be present in a larger group of genes with more modest changes in expression, the GO group assignment was reanalyzed using the 280 genes with at least ±1.5-fold changed expression. Most of the themes identified above in the smaller group of genes with ±2-fold changed expression were confirmed, and furthermore had larger numbers of constituent genes. Among genes with increased expression, the ubiquitin group increased in size to 5 genes (from 4), the oxidoreductase group to 14 genes (from 8), and the morphogenesis group to 19 genes (from 10). 

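Over the list of ubiquitin ligases and conjugating enzymes fixed before the data were examined, 4 of 26 tested genes were higher by at least 1.5-fold, 1 was lower and 21 did not pass limma's test (5 higher and 1 lower when adjusted over the list alone). The genes that rose were Trim63, Fbxo32, Cblb and Fbxo30, an F-box ligase subunit with a signal of 121 in normal and 256 in diabetic muscle, which did not pass in 5 of 6 cases with each array left out in turn (highest adjusted p = 0.098). Ube2d1, a ubiquitin-conjugating enzyme, fell from 2603 ± 213 (SD, n = 3) to 1102 ± 257 (SD, n = 3) (log2 fold change -1.26, standard error 0.18, adjusted p = 0.0043 from limma), and a second probe set also fell, 1.54-fold. Trim63, Fbxo32 and Cblb had been selected by the paper on these arrays, so the list is not independent of that selection. The median log2 fold change of the list was 0.24 (camera adjusted p = 0.019, and adjusted p = 0.37 with an estimated correlation). The list no longer passed without normal replicate 3 (median 0.10, camera adjusted p = 0.057), with the filter at the 60th percentile or with fry (adjusted p = 0.12 and 0.10), and without normal replicate 2 its median was 0.36.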

Among genes with reduced expression, the carbohydrate metabolism group grew to 13 genes (from 8), the extracellular matrix group grew to 11 genes (from 6), and the organogenesis group grew to 15 genes (from 7).

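Over the list of glycolysis genes fixed before the data were examined, 9 of 21 tested genes were lower by at least 1.5-fold, none was higher and 12 did not pass limma's test (11 lower and 1 higher when adjusted over the list alone). Slc16a3, the lactate exporter of glycolytic cells, was 3.74-fold lower and Gpd1, the cytosolic glycerol-3-phosphate dehydrogenase, 3.69-fold lower. The enzymes Eno3 and Pgk1 were 1.66-fold and 1.76-fold lower. The median log2 fold change was -0.50 (camera adjusted p = 1.3e-06, and adjusted p = 0.29 with an estimated correlation). Of 16 tested genes of glycogen metabolism and glucose transport, 4 were lower, none was higher and 12 did not pass (7 lower when adjusted over the list alone). Phka1, a phosphorylase kinase subunit, was 1.76-fold lower (second probe set, adjusted p = 0.36) and did not pass in 2 of 6 cases with each array left out in turn. Their median log2 fold change was -0.26 (camera adjusted p = 0.0037, and adjusted p = 0.26 with an estimated correlation), or -0.17 without diabetic replicate 2.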

### Confirmation Studies

To confirm changes in gene expression, high throughput RT-PCR was performed on a subset of 31 genes with at least ±2-fold changed expression (Table 5). Genes were chosen predominantly from the following specific GO groups with over-representation among genes with increased and decreased expression: palmitoyl-CoA hydrolase activity, protein ubiquitination, oxidoreductase activity, carbohydrate/alchohol metabolism, and collagen/extracellular matrix. Among the 31 genes listed in Tables 2 and 4, the direction of changes determined by PCR were in the same direction as that determined by expression arrays in 30 cases (97%). 

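For 29 of the 31 genes of Table 5 the array fold change was computed again from the deposited signals and set beside the paper's PCR fold change. Both had the same sign in all 29 genes, but Pfkl, with an array fold change of 1.01 beside the paper's PCR value of 1.2, lay below the signal filter and turned negative (lowest value -1.03) when any of 3 arrays was left out. Of the 14 genes with a positive array fold change, Pfkl among them, 12 had a larger PCR fold change, as had 5 of the 15 with a negative one. Mte1 was among the 12 at 1.79, from the probe set named for it alone, beside the paper's PCR value of 3.4. The paper's array value of 4.2 for Mte1, and 4.21 on the probe set shared with Acot1, both exceed that PCR value. Trim63 was 3.37-fold higher by array beside the paper's PCR value of 10.7, whereas Acot1 was higher by array than the paper's PCR value of 7.4, an imprecise comparison since its normal signals lay below the signal filter. Across genes, which are not independent replicates, Pearson's r was 0.67 (p = 0.00031) and Spearman's rho was 0.94 (p = 1e-05, the smallest that the permutations can give), from 2-sided permutation tests with 100000 resamples (Benjamini-Hochberg adjusted over the pair, 0.00031 and 2e-05). Without Cte1 and Cyp2e1, the genes farthest from the median array fold change, r was 0.93. The genes were selected for their array change, which separates them into rises and falls. The count of shared signs includes genes, such as Gpd2 and Amy1, whose PCR change the paper reports as not significant.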

There was a good and statistically significant correlation between the magnitude of altered expression measured by gene expression array and that measured by RT-PCR for these genes (Figure 1). In most instances, the changes measured by PCR were statistically significant (Table 5).

**Figure 1:**
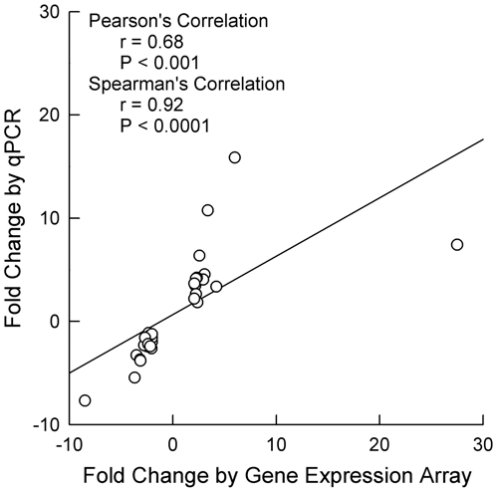
Relationship between fold changes in gene expression by expression array versus qPCR. Correlation coefficients are indicated for both Pearson's and Spearman's correlation methods.

**Table 5:** Changes in gene expression measured by real-time PCR.

Gene Symbol	Fold Change by Microarray	Fold Change by PCR	P Value by PCR
*Cyp2e1*	6.0	15.9	0.002
*Trim63*	3.4	10.7	0.004
*Cte1*	27.5	7.4	0.032
*Rnf39*	2.6	6.4	0.009
*Fbxo32*	3.1	4.5	0.002
*Lox*	2.3	4.2	0.001
*Decr1*	2.2	4.1	0.007
*Fmo3*	2.9	4.1	0.006
*Aox1*	2.1	3.7	0.006
*Cblb*	2.2	3.5	0.006
*Mte1*	4.2	3.4	0.003
*Cp*	2.2	2.7	0.117
*Por*	2.1	2.2	0.017
*Cryl1*	2.4	1.9	0.172
*Pfkl*	−3.7	1.2	0.396
*Gpd2*	−2.3	−1.1	0.488
*Dlat*	−2.0	−1.2	0.128
*Amy1*	−2.3	−1.4	0.233
*Sparc*	−2.7	−1.6	0.022
*Pgm1*	−2.0	−1.6	0.012
*Ldha*	−2.0	−2.0	0.022
*Col5a1*	−2.4	−2.2	<.001
*Fbn1*	−2.8	−2.3	0.002
*Col5a3*	−2.2	−2.4	0.001
*Slc37a4*	−2.5	−2.4	0.002
*Pgam2*	−2.1	−2.6	0.003
*Col1a1*	−3.5	−3.3	0.001
*Col1a2*	−3.2	−3.7	0.022
*Pvalb*	−3.1	−3.8	0.014
*Col3a1*	−3.7	−5.4	<.001
*Neu2*	−8.5	−7.7	0.005

## Discussion

The present study found that changes in diaphragm gene expression in a model of type 1 diabetes are divided almost equally between increases and decreases. There was a small shift towards genes involved in lipid metabolism, and a large shift away from genes involved in carbohydrate metabolism, supporting our hypothesis of diabetes altering the pattern of gene expression related to energy metabolism. 

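Of 40 tested genes of fatty acid uptake and oxidation, a list fixed before the data were examined, 3 were higher, 1 was lower and 36 did not pass limma's test, with the same numbers when adjusted over the list alone. Those that rose were Acot1, Decr1 and Eci1, another enzyme of unsaturated fatty acid oxidation, whose signal rose from 5250 ± 1757 (SD, n = 3) to 10080 ± 1608 (SD, n = 3). Acsl6 fell. Eci1 did not pass in 5 of 6 cases with each array left out in turn (highest adjusted p = 0.12). The median log2 fold change was 0.24 (camera adjusted p = 0.0094, and adjusted p = 0.66 with an estimated correlation). The list no longer passed without normal replicate 3 (median 0.12, camera adjusted p = 0.43) or without diabetic replicate 1 (camera adjusted p = 0.055). Of 22 tested genes of cholesterol and fatty acid synthesis, 2 rose, 2 fell and 18 did not pass (3 higher and 3 lower when adjusted over the list alone): the lipogenic enzymes Scd and Fasn had fold changes of -6.65 and -4.51, and Insig1 and Gpam were 3.34-fold and 2.11-fold higher. The second probe set of Fasn did not pass (adjusted p = 0.11). With each array left out in turn, Fasn did not pass in 5 of 6 cases and Gpam in 4 of 6 (highest adjusted p = 0.13 and 0.15), and without normal replicate 3 the log2 fold change of Fasn went from -1.91 to -1.27. From a small shift towards lipid genes and a large shift away from carbohydrate genes, the paper states that its hypothesis of altered expression of energy metabolism genes is supported.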

There was also increased expression of genes related to oxidative stress (oxidoreductase activity), a processes implicated previously in diabetes-induced diaphragm dysfunction, as well as protein ubiquitination. On the other hand expression of genes involved in collagen and extracellular matrix formation was reduced, which in previous studies on limb muscle has been attributed to muscle atrophy. 

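Of 39 tested genes of antioxidant and oxidative stress defence, a list fixed before the data were examined, 8 were higher, 1 was lower and 30 did not pass limma's test (14 higher and 5 lower when adjusted over the list alone). Srxn1, which repairs oxidized peroxiredoxins, rose from 188 ± 28.8 (SD, n = 3) to 665 ± 82.7 (SD, n = 3) (log2 fold change 1.83, standard error 0.18, adjusted p = 0.00079 from limma). Mt2A, a metal-binding metallothionein, was 3.30-fold higher and Gclm, a subunit of the enzyme that limits glutathione synthesis, 2.31-fold higher, although Gclm did not pass in 4 of 6 cases with each array left out in turn (highest adjusted p = 0.086). Prdx5, a peroxiredoxin, fell by 0.72 on the log2 scale and did not pass in 5 such cases (highest adjusted p = 0.098). The median log2 fold change of the list was 0.30 (camera adjusted p = 0.0049, and adjusted p = 0.29 with an estimated correlation).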

Finally there was both increased and decreased expression of genes related to morphogenesis, suggesting that there may be tissue remodelling occuring in conjunction with muscle atrophy. The following discussion will focus on type 1 diabetes.

### Palmitoyl-CoA Hydrolase Activity

The two genes with increased expression that belonged to the GO group palmitoyl-CoA hydrolase activity are involved in the reaction palmitoyl-CoA+H2O = CoA+palmitate, an important step in lipid metabolism (specifically long chain fatty acid metabolism). *Cte1* and *Mte1* are the cytosolic and mitochondrial forms respectively. Type 1 diabetes causes a 26-fold increased *Cte1* expression in rat heart [38], [50] as well as upregulated expression of *Mte1* in rodent limb skeletal and cardiac muscle [38], [51]. Durgan et al. [50] found that fatty acids upregulate cardiac *Cte1* expression, and that this involved regulatory roles for peroxisome proliferator-activated receptor-α but not insulin. In the present study there was another gene with 6-fold increased expression related to fatty acid metabolism (albeit not assigned to an over-represented GO group), namely *Hmgcs2*. The mitochondrial enzyme catalyzes a step in ketone-body synthesis, condensing acetyl-CoA with acetoacetyl-CoA to form HMG-CoA; expression is known to increase in the face of starvation [52]. High degrees of ketone body production are hallmarks of both diabetic ketoacidosis and starvation ketosis.

### Carbohydrate and Alcohol Metabolism

Nine genes with reduced expression were assigned to GO groups related to various aspects of carbohydrate and alcohol metabolism (*Neu2*, *Pfk1*, *Slc37a4*, *Gpd2*, *Amy1*, *Pgam2*, *Ldha*, *Pgm1*, *Dlat*). Among these, *Pfk1* catalyzes the reaction ATP+D-fructose 6-phosphate = ADP+D-fructose 1,6-bisphosphate, and is a key regulatory enzyme in glycolysis. *Slc37a4* is involved in the transmembrane transport of glycerol-6-phosphate; deficiency of this enzyme in humans has been implicated as the cause of glycogen storage disease type 1b [53] (in contrast to the more common type 1a variant which is caused by deficiency of glucose-6-phosphatase). *Pgam2* catalyzes the interconversion of 3- and 2-phosphoglycerate, and is involved in glycolysis-gluconeogenesis. *Ldha* catalyzes the reaction (S)-lactate+NAD+ = pyruvate+NADH+H+, and thus is involved in pyruvate metabolism as well as glycolysis-gluconeogenesis. *Pgm1* connects glycolysis and glycogen metabolism by interconverting glucose-1-phosphate and glucose-6-phosphate. *Dlat* is one of three components of the pyruvate dehydrogenase complex, which catalyzes the overall conversion of pyruvate to acetyl-CoA and CO_2_. Several of these genes have been shown previously to have altered expression in type 1 diabetes, including decreased expression of *Pgam* and *Ldha* in skeletal muscle [39] but increased expression of *Ldha* in pancreas [54].

### Protein Ubiquitination

There were four genes with increased expression related to ubiquitin, *Trim 63*, *Fbxo32*, *Rnf 39*, and *Cblb*. Ubiquitin ligases catalyze the reaction ATP+ubiquitin+protein lysine = AMP+diphosphate+protein N-ubiquityllysine. These enzymes catalyze the mediation of substrate recognition in ubiquitin-mediated protein degradation, which involves adding one or more ubiquitin moieties to the protein. Ubiquitin-mediated protein degradation has been implicated in the pathophysiology of type 1 diabetes [39], [55]–[57] as well as other catabolic states which cause muscle atrophy [39], [55]. Regarding individual genes within this group, increased expression of both *Fbxo32* (also known as *atrogin-1* and *MAFbx*) and *Trim63* (also known as *Murf1*) have been demonstrated in diabetic limb muscle [39], [58]. Trim63 catalyzes ubiquitylation of the contractile protein troponin I through a RING finger-dependent mechanism [59]. *Cblb* is a major susceptibility gene for type 1 diabetes in the Komeda diabetes-prone rat [60].

### Oxidoreductase Activity

There were eight genes with increased expression in the oxidoreductase GO group (*Cyp2e1*, *Fmo3*, *Cryl1*, *Lox*, *CP*, *Decr1*, *Aox1*, *Por*). Oxidoreductases catalyze an oxidation-reduction (redox) reaction, in which one substrate acts as a hydrogen or electron donor and becomes oxidized and the other acts as a hydrogen or electron recipient and becomes reduced. There is considerable evidence implicating oxidative stress in the pathophysiology of rodent experimental as well as human clinical type 1 diabetes [61]. Previous studies have found increased expression with type 1 diabetes of *Cyp2e1* in lymphocytes and heart and *Cp* in corpus cavernosum, whereas *Lox* undergoes reduced expression in cavernosum [35], [38], [62]. *Cyp2e1* is of particular interest in that protein levels increase in pancreas, liver, kidney and brain of type 1 diabetic rats in parallel to reactive oxygen species production and lipid peroxidation; furthermore overexpression of Cyp2e1 augments both glutathione S-transferase A4-4 levels and mitochondrial reactive oxygen species [61].

### Collagen and Extracelluar Matrix

There were seven genes with reduced expression in diabetic diaphragm muscle related to collagen and extracellular matrix (*Fbn1*, *Sparc*, and five collagen genes). Expression of *Fbn1*, *Col1a1* and *Col3a1* is reduced by type 1 diabetes in skeletal muscle [39], expression of these three genes as well as *Col5a3*, *Col5a1* and *Sparc* is reduced by type 1 diabetes in corpus cavernosum [35], *Sparc* expression is reduced in type 1 diabetic kidneys [63], and *Fbn1* and *Col3a1* expression is reduced in type 1 diabetic heart muscle [38].

### Morphogenesis, Organogenesis and Organ Development

There were ten genes with increased expression (*Esm1*, *Okl38*, *Mustn1*, *Omd*, *Spp1*, *Serpine1*, *Rnf39*, *Mafk*, *Gpnmb*, *Dyrk1a*) and seven genes with reduced expression (*Col3a1*, *Pvalb*, *Acsl6*, *Ret*, *Cxcl12*, *Rtn4*, *Ddah1*) related to morphogenesis, organogenesis and organ development, a group involved in the formation and organization of tissue and organ structure. No obvious distinguishing features could be discerned between constituent genes with increased compared with decreased expression, except that the former included three genes assigned to the GO group skeletal development (*Omd*, *Spp1*, *Gpnmb*). Among genes with reduced expression, *Pvalb* is of particular interest in that it binds calcium thereby playing an important role in skeletal muscle relaxation. 

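Pvalb, the calcium-binding protein of fast muscle fibres, fell from a signal of 12419 ± 2144 (SD, n = 3) in normal to 3967 ± 1560 (SD, n = 3) in diabetic diaphragm (log2 fold change -1.72, standard error 0.27, adjusted p = 0.0061 from limma). Of 15 tested genes of fast fibres, a list fixed before the data were examined, 4 were lower, none was higher and 11 did not pass (5 lower when adjusted over the list alone). Myh4, the myosin heavy chain of type IIb fibres, fell from 7691 ± 931 (SD, n = 3) to 2234 ± 722 (SD, n = 3), and Mybpc2 and Casq1, a myosin-binding protein and the calcium store protein of fast fibres, were 1.66-fold and 1.64-fold lower. A second probe set of Mybpc2 did not pass (adjusted p = 0.17). With each array left out in turn, Casq1 did not pass in 3 of 6 cases and Mybpc2 in 2 of 6 (highest adjusted p = 0.057 and 0.055). Of 14 tested genes of slow fibres, 1 was higher, Csrp3, and 1 was lower, the oxygen-binding protein gene Mb, 1.47-fold; 12 did not pass, with the same numbers when adjusted over the list alone. Csrp3 and Mb did not pass in 4 and 5 of 6 cases with each array left out in turn (highest adjusted p = 0.090 and 0.13).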

Expression of *Pvalb* is decreased in skeletal muscle of streptozotocin-diabetic rats [39].

### Previous Gene Expression Array Studies of Limb Muscles

Several previous gene array studies have examined limb muscle gene expression responses to diabetes. Most are of type 2 diabetes [32], [40], [41] and will not be described here. Lecker et al. [39], on the other hand, studied streptozotocin-induced type 1 diabetes, similar to the present study. However their interest was to examine skeletal muscle atrophy, and hence they focused on limb muscle genes with altered expression that were common among four models: diabetes, cancer, renal failure and fasting. Gene groups with increased expression included those related to protein degradation and ubiquitin as well as transcription and translation. Reduced expression was found for groups of genes related to carbohydrate metabolism, ATP synthesis, and extracellular matrix proteins. Not described in any of the above four studies were changed expression of genes related to two other groups identified in the present study, oxidoreductase activity and morphogenesis/organogenesis. Thus the present study demonstrates a number of gene groups with altered expression in diaphragm that were previously identified as being affected in diabetic limb muscle. It also extends previous limb muscle findings by identifying two other gene groups whose expression in diaphragm is modulated by diabetes. One of these groups is related to oxidative stress, which based on numerous studies in other tissues is felt to be an important contributor to end-organ damage in diabetes [61].

### Relationship of Changes in Gene Expression to Cellular Function

Alterations in gene expression do not always parallel changes in protein levels or cellular function. However, for the presently demonstrated changes in gene expression there are data from other studies suggesting that at least some of the changes in gene expression correspond to post-transcriptional events that have been described previously [6], [8], [15]–[27]. First, there is extensive biochemical literature indicating that diabetes results in a shift in cellular energetics away from carbohydrate and towards lipid metabolism. Regarding the former, diabetic diaphragm has reduced uptake and phosphorylation of glucose, phosphorylation of fructose-6-phosphate, glycolysis, oxidation of pyruvate and acetate, uptake of acetoacete, production of glycogen, the proportion of the active complex of pyruvate dehydrogenase, and activities of hexokinase, phosphorylase and phosphofructokinase [15]–[22]. Regarding the latter, diabetic diaphragm has increased fat metabolism, uptake and oxidation of free fatty acids, output of glycerol (reflective of lipolysis), capacity for mobilization of intracellular lipids, and intracellular concentrations of triglycerides, free fatty acid and long-chain fatty acyl-CoA [22]–[25]. Thus the present findings indicate that alterations in gene expression contribute to the shift in cellular energetic patterns, and furthermore elucidate which specific lipid (*Cte1, Mte1*) and carbohydrate (*Neu2, Pfkl, Slc37a4, Gpd2, Amy1, Pgam2, Ldha, Pgm1, Dlat*) metabolism genes are involved.

Second, there is at least one previous functional study implicating heightened oxidative stress contributes to the impairment of diaphragm contractile performance resulting from diabetes. Hida et al. [6] administered N-acetylcysteine to rats with streptozotocin-induced diabetes, and found an attenuation of diabetes-induced contractile dysfunction. The present data thus provide further support for the role of oxidative stress in diabetes-induced diaphragm dysfunction by identifying eight genes related to oxidoreductase activity (*Cyp2e1, Fmo3, Cryl1, Lox, Cp, Decr1, Aox1, Por*) with increased expression in diabetic compared with normal diaphragm.

In contrast, it appears that diabetes-induced electrophysiological changes in diaphragm muscle can not be explained by changes in gene expression. Previously described diaphragm electrophysiological alterations include depolarization of resting membrane potential, shortening of action potential duration and reduced action potential area in an animal model of type 1 diabetes [26], and increased action potential height in a model of type 2 diabetes [27]. These electrophysiological parameters are regulated predominantly by Na+, K+ and Cl- channels and transporters, and no changes in expression exceeding ±2-fold of relevant genes were found in the present study.

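Of 140 measured genes of sodium, potassium and chloride channels and transporters, taken by symbol with a pattern fixed before the data were examined, 46 lay above the signal filter. Of these, 2 were higher, 3 were lower and 41 did not pass limma's test, with the same numbers when adjusted over the list alone, and 3 of those that passed changed at least 2-fold. Atp1b1, the beta subunit of the sodium pump, had a signal of 4397 ± 511 (SD, n = 3) in normal and 2138 ± 396 (SD, n = 3) in diabetic diaphragm, 2.06-fold lower (log2 fold change -1.05, standard error 0.17, adjusted p = 0.0073 from limma). A second probe set of Atp1b1 was 1.64-fold lower. Atp1b4, a muscle protein related to the pump's beta subunits, was 2.05-fold lower, from 505 ± 76.9 (SD, n = 3). Kcnmb4, an accessory subunit of calcium-activated potassium channels, was dim and 2.50-fold higher, at 68.3 ± 21.2 (SD, n = 3) and 171 ± 36.6 (SD, n = 3), and Clcn4, a chloride transporter, was 1.95-fold lower. Scn7a, a sodium channel, was 1.55-fold higher, but passed in none of 6 cases with each array left out in turn (highest adjusted p = 0.11). With each array left out in turn, Kcnmb4 and Clcn4 each did not pass in 5 of 6 cases (highest adjusted p = 0.11 and 0.12), and 2 or 3 genes of the list passed. Without normal replicate 3 or diabetic replicate 3, only 1 tested gene of the list had a ratio of at least 2-fold, whatever its p. The median log2 fold change of the list was -0.07 (camera adjusted p = 0.34).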

### PCR Verification of Gene Expression Array Findings

Of the 31 genes which underwent PCR testing, for one gene the altered expression was in opposite directions with the two techniques, and for five genes the PCR data was not statistically significant although the direction of the changes paralleled that of the array data. Among the latter group of five genes, the lack of statistical significance for four genes (those with P values in the 0.05 to 0.25 range) most likely was due to the sample size, as the t-test does not perform real well with modest sample sizes (in contrast to BAM, used for statistical testing of the the array data, which borrows strength across the entire data set and thus is more robust with modest sample sizes). PCR data for the fifth gene had a much higher P value (0.488), and most likely the lack of significance would have persisted even with larger sample sizes. The presence of a small number of false positive findings is typical for gene expression array technology due to the fact that expression of well over >10,000 genes is being tested simultaneously.

### Methodological Issues

The present study used streptozotocin to produce diabetes. The major effect of streptozotocin is on the pancreatic islet cells, and thus in this model changes in other organs are believed to be due predominantly to the diabetes and not the streptozotocin – however it is certainly possible that some of the changes found in the present study could be due to the acute toxic effect of the streptozotocin. The present study used a single dose of streptozotocin rather than repeated low doses, which is consistent with previous studies of diaphragm muscle in streptozotocin-induced diabetes [6]–[9], [16], [17], [21], [25], [38] and previous gene expression array studies of other organ systems in streptozotocin-induced diabetes [34]–[37].

The confirmatory PCR studies were performed on tissue from the same animals used for the gene expression array studies. Among fifteen previous gene expression array studies of diabetes [28]–[41], [64], twelve reported PCR data. Nine of the twelve performed PCR on tissue from the same animals or humans as the gene expression arrays, two studies performed PCR on tissue from separate subjects, and one study performed PCR on 11 genes using tissue from the same animals and on 3 genes using different animals. Thus the majority of PCR data from previous gene expression array studies of diabetes is derived from the same animals or humans that were used for the expression arrays. In the present study we therefore performed PCR studies in the same animals as had been used in array studies in order to make our study more directly comparable to previous work in this area.

### Conclusions

In conclusion the present study found that diaphragm muscle gene expression was modified in several important areas of cellular function and structure in a model of type 1 diabetes. Reciprocal changes in expression of genes involved in carbohydrate and lipid metabolism may change the availability of energetic substrates and thereby directly modulate fatigue resistance, an important issue for a muscle like the diaphragm which needs to contract without rest for the entire lifetime of the organism. Diabetes is well-established to reduce cardiac muscle carbohydrate uptake and oxidation and increase fatty acid metabolism, which is believed to directly impair contractility and increase the severity of ischemic injury [65]. Interestingly, in type 1 diabetic heart there is more prominent increased expression of lipid metabolism genes than decreased expression of carbohydrate metabolism genes [36]–[38], whereas in the type 1 diabetic diaphragm the number of carbohydrate genes with decreased expression exceeds the number of lipid metabolism with increased expression. Upregulation of ubiquitin-related gene expression suggests a role for a specific pathway of protein degradation, one of which has been demonstrated to have as its target a member of the contractile apparatus. Augmented oxidoreductase gene expression suggests that oxidative stress may contribute to respiratory muscle dysfunction, as has been implicated with diabetes in other tissues [61]. Finally, altered expression of number of genes noted in the present study is also found in a number of conditions leading to muscle atrophy, which might contribute to respiratory muscle dysfunction in any state associated with cachexia. Thus the present data suggest the presence of several processes which contribute and possibly interact to impair diaphragm muscle contractile function in type 1 diabetes, several of which are potentially amenable to therapeutic interventions. A limitation of the present study is the small number of animals studied with its effects on the robustness of the findings. Future studies are needed to test the efficacy of interventions which specifically address the processes suggested by the present gene expression studies. One such study has already been performed, namely the effects of the anti-oxidant N-acetylcysteine [6], which did indeed attentuate the diabetes-induced contractile dysfunction. Other studies could include pharamacologic or dietary interventions which change cellular substrate utilization patterns or drugs which modulate ubiquitin-mediated protein degradation.

## Supporting Information

Appendix S1 Genes which underwent RT-PCR testing, and the respective Applied Biosystems rat assay catalog numbers.
(0.06 MB DOC) Click here for additional data file.

Appendix S2 Complete list of genes with statistically significant changes of at least±2-fold in diabetic compared with normal diaphragm muscle.
(0.15 MB DOC) Click here for additional data file.

# Supplementary material for: Gene Expression Profiling in the Type 1 Diabetes Rat Diaphragm
**Source:** PLoS One. 2009 Nov 13;4(11):e7832. doi: 10.1371/journal.pone.0007832
**Supplement:** Appendix S1 — Genes which underwent RT-PCR testing, and the respective Applied Biosystems rat assay catalog numbers. (0.06 MB DOC)

| Gene Symbol | GeneID | Gene Name | Applied Biosystems Catalog Number |
| --- | --- | --- | --- |
| Amy1 | 24203 | amylase 1, salivary | Rn01522158_g1 |
| Aox1 | 54349 | aldehyde oxidase 1 | Rn00571242_m1 |
| Cblb | 171136 | Casitas B-lineage lymphoma b | Rn00709852_m1 |
| Col1a1 | 29393 | collagen, type 1, alpha 1 | Rn00801649_g1 |
| Col1a2 | 84352 | procollagen, type I, alpha 2 | Rn00584426_m1 |
| Col3a1 | 84032 | collagen, type III, alpha 1 | Rn01437683_m1 |
| Col5a1 | 85490 | Collagen, type V, alpha 1 | Rn00593170_m1 |
| Col5a3 | 60379 | collagen, type V, alpha 3 | Rn00572797_m1 |
| Cp | 24268 | ceruloplasmin | Rn00561049_m1 |
| Cryl1 | 290277 | crystallin, lamda 1 | Rn00598394_m1 |
| Cte1 | 50559 | cytosolic acyl-CoA thioesterase 1 | Rn01789864_s1 |
| Cyp2e1 | 25086 | cytochrome P450, family 2, subfamily e, polypeptide 1 | Rn00580624_m1 |
| Decr1 | 117543 | 2,4-dienoyl CoA reductase 1, mitochondrial | Rn00589420_m1 |
| Dlat | 81654 | dihydrolipoamide S-acetyltransferase (E2 component of pyruvate dehydrogenase complex) | Rn01766568_g1 |
| Fbn1 | 83727 | fibrillin 1 | Rn00582774_m1 |
| Fbxo32 | 171043 | F-box only protein 32 | Rn00591730_m1 |
| Fmo3 | 84493 | Flavin containing monooxygenase 3 | Rn00584825_m1 |
| Gpd2 | 25062 | Glycerol-3-phosphate dehydrogenase 2 | Rn00562472_m1 |
| Ldha | 24533 | lactate dehydrogenase A | Rn00820751_g1 |
| Lox | 24914 | lysyl oxidase | Rn00566984_m1 |
| Mte1 | 192272 | mitochondrial acyl-CoA thioesterase 1 | Rn02104940_s1 |
| Neu2 | 29204 | neuraminidase 2 | Rn00567505_m1 |
| Pfkl | 25741 | Phosphofructokinase, liver, B-type | Rn00566132_m1 |
| Pgam2 | 24959 | phosphoglycerate mutase 2 | Rn00569094_m1 |
| Pgm1 | 24645 | phosphoglucomutase 1 | Rn00566810_m1 |
| Por | 29441 | P450 (cytochrome) oxidoreductase | Rn00580820_m1 |
| Pvalb | 25269 | parvalbumin | Rn00574541_m1 |
| Rnf39 | 171387 | ring finger protein 39 | Rn00592689_m1 |
| Slc37a4 | 29573 | solute carrier family 37 (glycerol-6-phosphate transporter), member 4 | Rn00580926_m1 |
| Sparc | 24791 | secreted acidic cysteine rich glycoprotein | Rn00561955_m1 |
| Trim63 | 149039 | tripartite motif-containing 63 | Rn00590197_m1 |

How the deposited data were processed for this re-analysis (not part of the article)

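Gene expression was measured in the left costal hemidiaphragm of 3 normal rats and 3 streptozotocin-diabetic rats, with 1 array per rat. The authors made the deposited values with MAS 5.0 from Affymetrix RAE 230A arrays, and each is the signal of a probe set, an intensity on a linear scale, scaled per array. The MAS 5.0 target and software settings are not given in the sources used here. The median signal of an array was 167.1 to 180.5. Present and absent calls, the BAM statistics and the DAVID gene ontology tests were not repeated. Without the calls, background was judged only through a filter on mean signal.

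From the deposited intensity values, signals under 1 (136 values) were set to 1 and log2 was taken, with no further normalization between arrays. The 57 control probe sets were left out, as were probe sets with a mean signal at or below the 40th percentile of the rest. The 9519 probe sets that remained were fitted in limma 3.58.1 under R 4.3.3 with the moderated test of lmFit and eBayes, a variance prior that follows the mean signal, and Benjamini-Hochberg adjustment. The 6 arrays leave 4 residual degrees of freedom, so their number limits the precision. Each rat is a separate animal.

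Probe sets were named through the platform annotation: 12783 had 1 gene, 312 had several and 2771 had none, and no gene was named from a probe set with several except where its shared nature is stated. A gene was represented by its probe set with the highest mean signal, which gave 10411 genes, 7080 of them tested. Fold changes are ratios of group mean signals. Gene lists were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry beside it, and adjusted over the 30 lists with at least 3 tested genes; 2 further lists, of pancreas acinar and red blood cell genes, had fewer. With an estimated correlation no list passed, and the lowest adjusted p was 0.24.

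The genes named are those of the paper's tables that have a probe set here, whose values had been seen, the 10 largest rises and 10 largest falls among genes that passed the test with no overlap between groups, and up to 4 members per fixed list that passed with the largest log2 fold changes. Fbxo30, Ccn2, Pgk1, Eno3, Prdx5, Scn7a, Foxo3, Igfbp5 and Igf1 fall outside this rule and were chosen after their values were seen. Of the 105 genes of Appendix S2, 95 were matched by gene identifier and 3 by symbol, and 7 are not reported here.

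The procedure was tested on simulated data with the sizes and spread of these arrays. Of 100 probe sets changed 2-fold, 29 were called, and of 100 changed 1.5-fold, 4 were called, with 1 unchanged probe set called among 9519. A gene that did not pass is therefore not shown to be unchanged. Fewer probe sets were changed in the simulation than the 645 called on the arrays, which makes the adjusted threshold stricter. The simulated shares thus do not give the power of the test on these arrays. Signals of different probe sets do not rank the levels of different genes. A fold change is imprecise where the mean signal of a group lies under the filter level. Examples are Acot1, Ankrd1, Apln, Clcn4, Coa7, Cpa1, F2, Fasn, Kcnmb4, LOC102553868, Nnat, Rbp4, Ret, Scd, Smad7 and Spp1.

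The gene lists, the test and the alternatives were fixed before the data were examined. Some lists hold genes that the paper had selected on these same arrays. Examples are Trim63, Fbxo32 and Cblb among the ubiquitin genes, Cyp2e1 and F2 among the liver markers, and Polr1a and Gnl3 of the nucleolus list. The counts, medians and p-values of such lists are not independent of that selection. The alternatives were quantile normalization, scaling to the same median, an offset of 16 or 64 before log2, no filter or a filter at the 60th percentile, no trend in the variance prior, array weights, the replicate number as a block, each array left out in turn, the mean over the probe sets of a gene, fold changes from log2 values, an adjusted p under 0.1 or an unadjusted p under 0.05, and the other gene list tests.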

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

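Of the tests reported in this part, the comparison of collagens with other matrix genes was chosen after the result was seen. The other explanations were put forward once a pattern was known, with what each predicts written down before its test. The groups of the next and the last paragraph were picked out because they passed camera at the preset correlation. They were also picked because the paper does not name them among its gene ontology groups. The paper does list a wider term among reduced genes, generation of precursor metabolites and energy, and its overlap with these groups was not tested. None of these groups passed with an estimated correlation. The matrix genes, which the paper discusses, and the adipocyte markers, which did not pass camera, were weighed beside them.

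Genes of oxidative phosphorylation had a median log2 fold change of -0.444 in diabetic diaphragm (camera adjusted p = 4.1e-15, and adjusted p = 0.30 with an estimated correlation). Each of the 53 tested genes had a negative value, and 10 passed limma's test (33 when adjusted over the list alone), among them Cox7a1, a muscle subunit of cytochrome oxidase, 3.35-fold lower, and Ndufb8, Ndufb2 and Ndufa2 of complex I, 1.88-fold, 1.66-fold and 1.63-fold lower. Probe sets of high signal as a whole were slightly lower, with a median of -0.09 in the decile of highest signal, so a scaling difference that depends on signal was tested: the median was -0.411 after quantile normalization and lay below each of 10000 random lists matched on mean signal, which argues against it as the whole cause. With the GAPDH 3′/5′ ratio as a covariate the median was -0.439, but the log2 ratio differed by 0.11 between groups with an SD of 0.79 within them, so this adjustment could hardly move the median and RNA quality stays open. A change in expression with diabetes also stays open, untested. A change in the mix of muscle fibres was not tested as a cause of this fall and stays open. The fast fibre list had a median of -0.317. The slow fibre list did not fall as a whole (median 0.02, 7 genes positive and 7 negative, camera adjusted p = 0.87).

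Of 53 collagen and matrix genes 21 fell and 3 rose, with a median log2 fold change of -0.445 (adjusted p = 0.24 with an estimated correlation). Without diabetic replicate 3, the array with raised spiked transcripts, it was -0.407, which argues against that array as the whole cause. With the GAPDH 3′/5′ ratio as a covariate it was -0.418, which for the same reason as above leaves RNA quality open. If fewer fibroblasts were the whole cause, other matrix genes would fall like the collagens. The 15 collagens had a median of -1.18 and the 38 other members -0.201 (SD 0.721), with 9 of these lower and 3 higher. The other members leave out the collagens, 12 of which fell, so their smaller median excludes nothing. Fewer fibroblasts stay open as a cause, as does a partial loss of some matrix-producing cells.

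The adipocyte markers Rbp4 and Nnat had fold changes of -8.61 and -4.78, and Cidea was 4.13-fold higher. Less fat tissue in the diabetic samples would lower the markers together, and the median of the 8 others that were tested was 0.178. This set leaves out the markers that fell and so excludes nothing, and G0s2, Scd, Fasn and Gpd1, which fat tissue also expresses, fell, so less fat tissue stays open. The list as a whole had a camera adjusted p of 0.87. A regulation of these genes by diabetes within the muscle was not tested.

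Genes of the tricarboxylic acid cycle had a median log2 fold change of -0.363 (camera adjusted p = 0.00022, and adjusted p = 0.37 with an estimated correlation), and 1 of 19, Idh3a, passed limma's test, 1.79-fold lower, the same number as when adjusted over the list alone. Proteasome subunits had a median of 0.343 (camera adjusted p = 0.00011, and adjusted p = 0.29 with an estimated correlation), and 6 of 36 were higher (18 higher and 1 lower when adjusted over the list alone), led by Psmd8, 2.42-fold, and Psmd11, 2.14-fold (second probe set, adjusted p = 0.056). Genes of the nucleolus and ribosome production had a median of 0.564 (camera adjusted p = 8.6e-10, and adjusted p = 0.24 with an estimated correlation), and 8 of 23 were higher (14 when adjusted over the list alone), among them Polr1a, the large subunit of RNA polymerase I, 2.99-fold, and Gnl3, 2.02-fold. Immediate early genes had a median of 0.546 (camera adjusted p = 3.3e-05, and adjusted p = 0.29 with an estimated correlation), and 6 of 23 were higher (8 when adjusted over the list alone), among them Cebpd, 3.29-fold, and Myc, 2.49-fold. The mean log2 deviation of this list from the mean over arrays was 0.50 and 0.54 in diabetic replicates 1 and 3 and -0.12 in diabetic replicate 2, against -0.27 to -0.36 in normal muscle. Glucocorticoid-responsive genes had a median of 0.439 (camera adjusted p = 0.00085, and adjusted p = 0.37 with an estimated correlation), and 4 of 14 were higher (6 when adjusted over the list alone), Mt2A, Cebpd, Klf15 and Klf9. In normal replicate 3 this deviation was -0.62, and without it the median was 0.19. Fast fibre genes had a median of -0.317 (camera adjusted p = 3.3e-05, and adjusted p = 0.29 with an estimated correlation), or -0.21 without normal replicate 3, and random lists matched on mean signal had a median of -0.11. Smooth muscle markers had a median of -0.372 (camera adjusted p = 0.012, and adjusted p = 0.31 with an estimated correlation), and 2 of 9, Smtn and Acta2, were lower (3 when adjusted over the list alone); without diabetic replicate 3 the median was -0.17. Liver markers had a median of 0.968 over 4 tested genes (camera adjusted p = 0.014, and adjusted p = 0.31 with an estimated correlation), with Cyp2e1 and F2 higher (3 genes when adjusted over the list alone). Cyp2e1 and F2 are in Appendix S2, as are Polr1a and Gnl3, so the liver and nucleolus lists are not independent of the paper's selection. Among 10000 random lists matched on mean signal, the medians of the tricarboxylic acid cycle, fast fibre and smooth muscle lists lay at percentiles 0.63, 4.28 and 0.49, that of the glucocorticoid list at 99.95 and those of the other lists of this paragraph at 100. Of 19 measured liver genes 15 lay below the signal filter, and with no filter the median was -0.181 (camera adjusted p = 0.86). With each array left out in turn, Acta2 did not pass in any of 6 cases, F2, Klf15, Klf9 and Smtn did not in 5, Idh3a and Myc in 4, Ndufb2 and Ndufb8 in 3, Ndufa2 in 2 and Cyp2e1 in 1 (highest adjusted p = 0.16, for F2).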

How the results depend on the processing

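The direction of each list that passed in the main test was kept under every alternative except the liver markers, whose median was -0.181 with no filter, where more dim genes enter the list. For the results below that moved, the cause was not tested, apart from fewer arrays or another threshold by construction. Probe sets higher and lower were 162 and 170 with the replicate block, 562 and 585 at an adjusted p under 0.1, and 1163 and 1112 at an unadjusted p under 0.05; with no filter 200 were higher. Leaving out each array in turn gave 133 to 226 higher and 179 to 235 lower. Genes higher and lower were 128 and 131 with the replicate block, 438 and 447 at an adjusted p under 0.1, and 907 and 843 at an unadjusted p under 0.05; with no filter 151 were higher. Leaving out arrays gave 104 to 177 higher and 135 to 187 lower. Genes changed at least 2-fold ranged from 74 (without diabetic replicate 3) to 121 higher when arrays were left out. Genes changed at least 1.5-fold, higher and lower, were 128 and 131 with the replicate block and 473 and 453 at an unadjusted p under 0.05; 149 were higher with no filter and 357 at an adjusted p under 0.1. Leaving out arrays gave 104 to 177 higher and 135 to 187 lower. Ion channel and transporter genes that passed were 3 with no filter or with the filter at the 60th percentile, 2 with the replicate block and 9 at an unadjusted p under 0.05, and 2 to 3 when arrays were left out. Those with at least a 2-fold ratio, whatever their p, were 21 with no filter, where dim genes enter, and 1 to 4 when arrays were left out.

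The replicate numbers do not pair the samples: the correlations of deviations of same-numbered arrays were 0.10, -0.20 and -0.07. With an estimated correlation the medians of the lists stay as they are and no list passed. In the order glycolysis, glycogen, tricarboxylic acid cycle, oxidative phosphorylation, fatty acid oxidation, ubiquitin, proteasome, matrix, antioxidant, fast fibre, immediate early, glucocorticoid, nucleolus, smooth muscle and liver these are -0.50, -0.26, -0.36, -0.44, 0.24, 0.24, 0.34, -0.45, 0.30, -0.32, 0.55, 0.44, 0.56, -0.37 and 0.97. With fry, the tricarboxylic acid, fatty acid, ubiquitin, immediate early, glucocorticoid, smooth muscle and liver lists did not pass. The fatty acid list did not pass with array weights (median 0.13), nor the ubiquitin list with the filter at the 60th percentile (0.0906). Leaving out arrays gave medians of 0.12 to 0.36 for the fatty acid list, 0.10 to 0.36 for the ubiquitin list and 0.25 to 0.57 for insulin and FoxO signalling. This last list, with 7 genes higher and 5 lower, missed the threshold (median 0.43, camera adjusted p = 0.051) and passed after quantile normalization, with an offset of 64 (0.43 in both), with the replicate block, with the mean of probe sets, with fry and without normal replicate 1 or diabetic replicate 2.

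For 645 probe sets changed, the highest other of the 10 splits of the arrays into 3 and 3 gave 1, and 1 split, the real grouping, gave as many; 10 splits are too few for a share under 0.05. Over the named genes, 261 of the results under alternatives no longer passed, 5 passed only there and 1510 were the same.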

Differences from the paper's values

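The paper reports 55 genes higher and 50 lower at 2-fold, by BAM and present calls. With limma and a signal filter, 114 were higher and 114 lower. Of the alternatives set before the data were examined, only leaving out diabetic replicate 3 brought the number higher, 74, within 1.5 times the paper's, and none did so for the number lower. At 1.5-fold the paper reports 144 higher and 136 lower, and 237 and 243 were found here. No filter, no trend, the replicate block and each array left out in turn brought both numbers within 1.5 times the paper's, and median scaling and the filter at the 60th percentile only the number higher. The others did not.

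The paper's fold change of Mte1 is 4.2, and 1.79 was found on the probe set named for it alone. No alternative came within 1.5 times the paper's value; the probe set shared with Cte1 gave 4.21. The paper's fold change of Pfkl is -3.7, and 1.01 was found on the probe set so named, with no alternative near the paper's value.

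The paper gives a highest β-actin 3′/5′ ratio of 1.4, a highest GAPDH 3′/M ratio of 1.4 and a highest GAPDH 3′/5′ ratio of 1.8. From the deposited control signals these were 2.27, 2.10 and 4.02. No alternative was run for these ratios.

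The paper states that no relevant sodium, potassium or chloride channel or transporter gene changed beyond its fold threshold. Over the 46 tested genes, 43 did not both pass and reach 2-fold, and Atp1b1, Atp1b4 and Kcnmb4 did. Kcnmb4 had a normal mean signal of 68.3, below the filter level, and did not pass in 5 of 6 cases with each array left out in turn. A second probe set of Atp1b1 was 1.64-fold lower. The paper's criterion, BAM with present calls, also differs from the test used here. The paper states that β-actin varied little, in choosing it as the PCR control. The 3′ β-actin control probe set on the arrays had a coefficient of variation of 22.9%. This is an array signal and not the PCR measurement, so the statement itself was not tested. Among the genes of Appendix S2, Nupl1, now named Nup58, was listed as higher, at 2.0, and had a fold change of -1.08 here on its brightest probe set. Of its 3 other probe sets, all below the signal filter, 1 gave 2.03, and the others gave 1.08 and -1.29. Of the genes of Tables 2 and 4, Mte1, Rnf39, Okl38 and Aox1 were tested and did not pass here, and Cryl1 and Pfkl lay below the signal filter. Okl38 passed with an offset of 16 or 64 and without normal replicate 1 or 3, and Aox1 passed with the replicate block. The paper's PCR on the same muscles gave significant rises of Mte1, Rnf39 and Aox1, at 3.4-fold, 6.4-fold and 3.7-fold. For Cryl1 and Pfkl its PCR changes, 1.9 and 1.2, were not significant, and Okl38 was not among its PCR genes.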

Other observations

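Genes of insulin and FoxO signalling moved in both directions. Of 25 tested, 7 were higher, 5 lower and 13 did not pass limma's test (10 higher and 5 lower when adjusted over the list alone). Eif4ebp1, a repressor of translation, rose from 1424 ± 507 (SD, n = 3) to 5304 ± 684 (SD, n = 3), and Sesn1, Smad7 and Foxo3 were 2.67-fold, 2.78-fold and 2.04-fold higher. Smad3, a mediator of transforming growth factor beta signalling, was 2.78-fold lower, Igfbp5 2.80-fold and Igf1 1.75-fold, the last passing in 1 of 6 cases with each array left out in turn. Of 31 genes of autophagy and the lysosome, 3 were higher, 1 lower and 27 did not pass (4 higher and 1 lower when adjusted over the list alone): Gabarapl1, Ctsl and Bnip3 were 2.68-fold, 2.19-fold and 1.53-fold higher and Becn1 1.66-fold lower (camera adjusted p = 0.18).

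Oxct1, which uses ketone bodies in muscle, was 2.11-fold lower and passed, as it did when adjusted over the list alone, among 4 tested genes of ketone body metabolism (camera adjusted p = 0.32). Ankrd1 passed among 10 denervation-responsive genes (3 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.47). None of 27 heat shock genes, 14 circadian genes, 9 genes of the pyruvate dehydrogenase complex and its kinases, 15 macrophage and leukocyte markers, 5 nerve markers and 6 mesothelial markers passed limma's test, with camera adjusted p-values of 0.87, 0.57, 0.47, 0.82, 0.81 and 0.72. Adjusted over the list alone, 1 pyruvate dehydrogenase gene was higher and 1 nerve marker lower. Of 11 endothelial markers Kdr was 1.58-fold higher and Tie1 1.67-fold lower, also when adjusted over the list alone (camera adjusted p = 0.87). Of the slow fibre list the camera adjusted p was 0.87, and of the cholesterol and fatty acid synthesis list 0.78. Cpa1, the single tested pancreas acinar gene, was 4.37-fold lower, and neither of 2 tested red blood cell genes passed. Bnip3, Kdr and Tie1 did not pass in any of 6 cases with each array left out in turn, Becn1 did not in 5, Sesn1 and Smad3 in 2, and Ctsl and Smad7 in 1 (highest adjusted p = 0.15, for Kdr).

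Of 228 genes that passed and changed at least 2-fold, 79 are in Appendix S2. Of 7080 tested genes, 30.8% had no overlap between the groups, and chance gives 10%.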
